A study of Mus musculus with 96 samples. Its data were reported in "Hepatocyte SREBP signaling mediates clock communication within the liver" (2023).

How the data were processed

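Bulk RNA sequencing was analysed from 96 libraries of mouse liver cells. Per the labels, the mice were male, of the C57BL/6J strain, and ate an obesogenic diet high in fat and sucrose for 4 weeks. Hepatocytes, the main cells of the liver, and liver macrophages, its resident and recruited phagocytes, had been isolated from livers of 4 labelled genotypes at 4 zeitgeber times (ZT, hours after lights on, with lights off at ZT12): ZT4, ZT10, ZT16 and ZT22. In 1 ScapKO hepatocyte library Xist was high while Y-linked genes were present, which is described among the other observations. Control mice carried floxed alleles and received a virus encoding GFP. RevDKO denotes deletion in hepatocytes of Nr1d1 and Nr1d2, which encode the clock repressors REV-ERBα and REV-ERBβ. RevScapTKO denotes deletion of these genes together with Scap, which encodes the protein that escorts the lipid-regulating SREBP transcription factors for activation, and ScapKO denotes deletion of Scap alone. Each of the 32 groups of genotype, cell type and time point held 3 libraries, which were taken as biological replicates. For the ScapKO hepatocyte libraries the titles name hepatocytes while the cell type field names liver macrophages, and the titles were followed. The macrophage libraries came from mice in which the deletion was directed to hepatocytes by the promoter of the virus.

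The authors removed ribosomal RNA, prepared stranded libraries, aligned reads with STAR to the mouse genome build mm9 and counted them over RefSeq transcripts with Homer; tool versions were not stated, nor whether counting used the strand. The deposited values are an RPKM scaled up by a factor of 10 (abbreviated RPKTM) and had been quantile normalized. There were 4 tables, namely the Control, RevDKO and RevScapTKO libraries of each cell type (36 each) and the ScapKO libraries of each cell type (12 each), with 42322 transcripts of 25095 gene symbols in each. Within a table every library held the identical set of values, so quantile normalization had been applied to each table apart. Tests were therefore run only within a table, and any level set beside one from another table is a description. Quantile normalization also removed the steps that single reads leave in low values, so the depth of each library is unknown and no interval that needs depth is given. The precision of every value rests on the spread between replicates alone. An overall rise or fall of most transcripts would be hidden by this normalization, and a few abundant transcripts take a large share of it: the top value alone made up 10.8% of the column sum in the hepatocyte table of 3 genotypes and 27.5% in the corresponding macrophage table. Transcript starts in the tables matched annotated starts of that build counted from 1 for 49.8% of transcripts and counted from 0 for 5.12%, so coordinates are given as 1-based mm9 positions. No 2 libraries of a table held identical values.

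The test for mean levels and for changed rhythms was limma 3.58.1 in R 4.3.3 with a mean-variance trend. It was fitted to log2(RPKTM + 1) of the 36 libraries of a cell type with 1 mean for each genotype and time point. Every fold change is therefore on the log2(RPKTM + 1) scale, which understates the change of low genes. Each gene was represented by its transcript with the highest mean and was kept where at least 3 libraries exceeded 5 RPKTM. Mean levels were compared as the average over the 4 time points for RevDKO minus Control, RevScapTKO minus RevDKO and RevScapTKO minus Control. A changed rhythm was tested as a difference between genotypes in the 24 h cosine and sine terms, for RevDKO minus Control and RevScapTKO minus RevDKO, and its amplitudes are peak-to-trough differences on the log2 scale. Adjusted p-values are by Benjamini and Hochberg over the genes of a contrast, and the threshold was 0.05.

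Rhythmic transcripts were called with JTK_CYCLE, a rank test of 24 h patterns, written anew in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). Following the methods of the study, the time series of the 12 libraries was entered 2 times in a row, which gives 8 time points and 24 values. Periods of 18 h and 24 h were tried, and the exact JTK_CYCLE p was multiplied by the 7 period and phase patterns tried. A transcript was rhythmic where the best period was 24 h, the adjusted p was under 0.05, the ratio of the highest to the lowest time point mean exceeded 1.5, and at least 2 libraries exceeded 5 RPKTM. Entering the series again makes every p smaller without adding data, and the same calls are therefore also given with the series entered once. Peak times fall on steps of 3 h, finer than the 6 h between samplings. Lost rhythms were rhythmic in Control and not in RevDKO, and gained rhythms the reverse. How many calls chance gives was measured by 100 regroupings of the libraries per comparison, the real one included, over time points within a genotype or over genotypes within time points.

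The genes named in the text follow a rule. They comprise 16 genes chosen from the study, for each contrast of mean level the 3 largest rises and 3 largest falls among genes past the threshold with at least 10 RPKTM in the higher genotype and the same sign at all 4 time points, the 5 smallest adjusted p-values for each changed-rhythm test, and cell type markers. Some genes that meet this rule are not reported here. The 39 markers form 8 lists, for hepatocytes, Kupffer cells, macrophages, monocyte-derived macrophages, endothelial cells, stellate cells, B and T cells and neutrophils. A marker score is the mean log2(RPKTM + 1) over a list. Scores were compared between genotypes by a two-sided exact permutation test of labels within time points and between time points by a permutation test with 100000 resamples. Transcripts were put into a hepatocyte class or a macrophage class where the ScapKO libraries of the cell types differed over 4-fold, a comparison across tables normalized separately. Hepatocyte genes lowered by loss of Scap may therefore be missing from the hepatocyte class. The groups, tests, thresholds, gene lists and most alternatives were fixed before the data were examined. Figures were drawn with matplotlib 3.10.9.

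Each procedure was tested on simulated data built on the real means and spreads, with noise drawn independently for each transcript or gene. Variation that the genes of a library share was thus left out, so the false calls below may be too few. With the series entered 2 times, JTK_CYCLE recovered 98.0% of 200 transcripts given a 4-fold rhythm among 25572 for Control hepatocytes and 78.5% of 200 among 26512 for RevDKO macrophages, and it called 6.68% and 13.6% of the unchanged transcripts rhythmic. With the series entered once it recovered 89.5% and 53.0% and called 1.08% and 1.84% of the unchanged ones. For mean levels limma recovered 193 of 200 hepatocyte genes changed by 1.50 log2 units among 13326, with 15 false calls, and 151 of 200 macrophage genes among 13947, with 11 false calls. For changed rhythms of 3.00 log2 units it recovered 171 of 200 in hepatocytes with 6 false calls and 76 of 200 in macrophages with 4 false calls.

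The alternatives were a pseudocount of 0.1 or 5 RPKTM, no filter or a limit of 20 RPKTM, all transcripts or 1 transcript per gene, robust estimation of the spread, a fit of only the 2 genotypes compared, the replicate number as a block, a stricter rhythm call with p under 0.01 and a fold over 2, the limits that the lists of the study keep to, the series entered once, a 24 h regression in place of JTK_CYCLE, other definitions of lost, gained and absent rhythms, and leaving out each library in turn. A further pair was chosen after seeing the data. It centred each library on its median gene, and it entered as a covariate the mean score of the 10 macrophage and Kupffer cell markers. Other data types of the study were not analysed here.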

Results

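Transcript levels were measured in 96 RNA sequencing libraries, 48 of hepatocytes and 48 of liver macrophages, from mice of 4 labelled genotypes killed at ZT4, ZT10, ZT16 or ZT22, with 3 libraries for each genotype, cell type and time point. The sequencing depth is unknown, and a few transcripts took much of the signal. In the macrophage table of 3 genotypes, Rn45s made up 27.5% of the column sum in 35 of 36 libraries, and Lars2 13.7% in 30 of 36. The hepatocyte transcript Alb made up from 0.268% to 1.25% in 33 libraries but 27.5% of the column sum in the Control library at ZT22 replicate 1 and 13.7% in the Control library at ZT16 replicate 1 and the RevScapTKO library at ZT22 replicate 3. Quantile normalization sets such values by rank alone, so these percentages show how high a transcript ranked in a library and not its share of the RNA. Correlations between pairs of libraries lay between 0.943 and 0.990 in the hepatocyte table and between 0.818 and 0.981 in the macrophage table; these are across transcripts, which are not independent replicates.

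The targeted genes were compared first, to check the labels. Nr1d1 (NM_145434, mm9 chromosome 11, 98629246 to 98636691, minus strand) was not lower in the hepatocyte libraries labelled RevDKO than in Control. At ZT4 it measured 257 ± 128 RPKTM in Control and 244 ± 104 in RevDKO (SD, n = 3 each), and at ZT10 86.2 ± 13.8 and 188 ± 120. At ZT16 it measured 11.4 ± 4.97 in Control and 66.1 ± 4.02 in RevDKO, and at ZT22 8.28 ± 6.89 and 53.2 ± 20.1. At these later times all 6 RevDKO libraries lay above all 6 Control libraries, the highest Control value being 16.005 at ZT16 and 16.2 at ZT22 and the lowest RevDKO value 62.5 and 39.9. Averaged over the day, Nr1d1 was 1.55 log2 units higher in RevDKO (SE 0.25, limma adjusted p 8.87e-05). Its 3′ end overlaps the opposite-strand gene Thra (NM_001313983) by 1075 bp, so part of its signal is uncertain where counting ignored the strand. Nr1d2 (NM_011584, chromosome 14, 19036570 to 19071620, minus strand) measured 228 ± 141 RPKTM in Control and 312 ± 116 in RevDKO hepatocytes (SD, n = 12 each), a rise of 0.62 log2 units (SE 0.19, limma adjusted p 0.0626). The alternative that moved this value most was leaving out the RevDKO library at ZT22 replicate 2, without which the rise was 0.83 (adjusted p 8.07e-05); without the Control library at ZT22 replicate 2 it was 0.70 (adjusted p 0.0326) and without that at ZT4 replicate 3 it was 0.67 (adjusted p 0.0443). Neither targeted Nr1d gene was thus lower in hepatocytes: Nr1d1 was higher, and the rise of Nr1d2 did not pass the threshold. The paper, by contrast, reports a marked fall in expression of both genes in knockout hepatocytes. RevDKO and RevScapTKO below therefore mean the libraries so labelled, and directions drawn from these labels carry that limit. Arntl, described below, rose in RevDKO, the direction that loss of its repressors would give. The values are per transcript and do not show whether the deleted exons were missing.

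Scap (NM_001103162, chromosome 9, 110235792 to 110287453, plus strand) followed its labels in hepatocytes, with 495 ± 73.1 RPKTM in Control, 536 ± 109 in RevDKO and 209 ± 63.5 in RevScapTKO (SD, n = 12 each). The RevScapTKO libraries ranged from 82.8 to 299 and lay below the lowest RevDKO value, 321, in 12 of 12. The fall from RevDKO was -1.40 log2 units (SE 0.14, limma adjusted p 9.77e-09). In macrophages, Scap measured 119 ± 53.1, 172 ± 59.9 and 114 ± 25.1 RPKTM in these genotypes, and the change from RevDKO to RevScapTKO of -0.54 (SE 0.20) was not past the threshold (adjusted p 0.127). Nr1d1 in macrophages was 0.67 log2 units higher in RevDKO (adjusted p 0.339) and Nr1d2 was -0.09 log2 units from Control (adjusted p 0.875), neither past the threshold. In the ScapKO tables, which were normalized apart and hold no Control, Scap measured 382 ± 202 RPKTM in hepatocytes, ranging from 205 to 1006, and 675 ± 125 in macrophages (SD, n = 12 each). The highest hepatocyte value, 1006, was that of the library at ZT22 replicate 2.

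Arntl, a gene that REV-ERBs repress (NM_001368412, chromosome 7, 120351025 to 120457640, plus strand), rose by 1.83 log2 units in RevDKO hepatocytes (SE 0.13, limma adjusted p 1.60e-11). It measured 6.49 ± 3.601 RPKTM in Control and 128 ± 15.1 in RevDKO at ZT10, and 83.9 ± 18.7 and 135 ± 10.7 at ZT16 (SD, n = 3 each). At these times the lowest RevDKO value, 117, exceeded the highest Control value, 99.2, so that 6 of 6 RevDKO libraries were higher. In macrophages Arntl rose by 0.81 (SE 0.28, adjusted p 0.197).

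**Figure D1:**
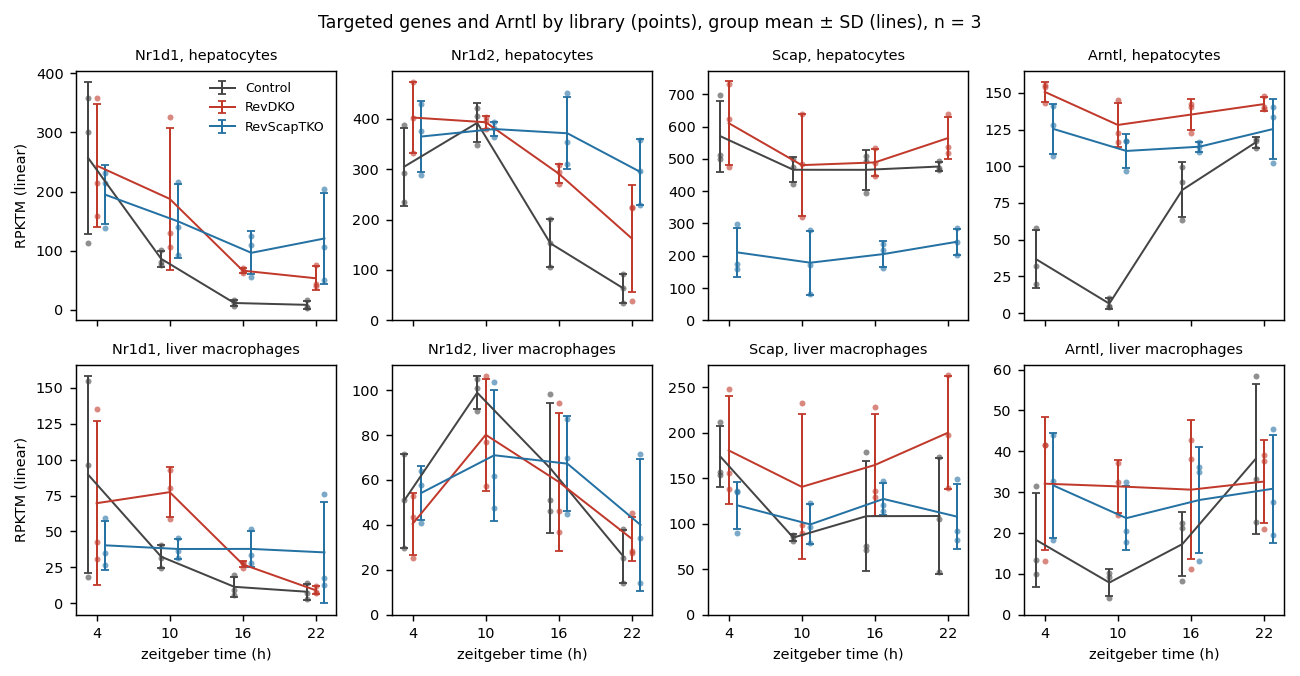
Level of Nr1d1, Nr1d2, Scap and Arntl in RPKTM (linear axis) against zeitgeber time in hours, for hepatocytes (top) and liver macrophages (bottom); points are libraries, lines join group means and bars are SD (n = 3). Nr1d1 in hepatocytes stood at 66.1 in RevDKO against 11.4 in Control at ZT16, whereas Scap averaged 209 in RevScapTKO against 536 in RevDKO.

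Genes whose mean level over the day differed between genotypes were counted next. In hepatocytes, 590 of 13326 genes differed between RevDKO and Control at an adjusted p under 0.05 in limma, 266 higher and 324 lower in RevDKO. Between RevScapTKO and RevDKO 3498 genes differed (1800 higher, 1698 lower), and between RevScapTKO and Control 4789 (2301 higher, 2488 lower). The alternative that moved the count for RevDKO minus Control most was the fit of all transcripts, with 1086, and the macrophage marker score as a covariate, chosen after seeing the data, gave 705. The covariate moved the other counts most, and with it 340 genes differed between RevScapTKO and RevDKO; the higher share of these was 25.0%, against 51.5% without it. For RevScapTKO against Control, 795 genes differed with the covariate and 34.1% were higher, against 48.0% without it. Leaving out any 1 library gave from 485 to 724 genes for RevDKO against Control.

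The largest hepatocyte rise in RevDKO was that of Loxl4 (NM_053083, chromosome 19, 42666769 to 42687296, minus strand), with a mean of 710.3 RPKTM against 50.7 in Control, or 4.37 log2 units (SE 0.17, limma adjusted p 8.98e-19). Npas2 rose by 4.12 (adjusted p 1.65e-11) and B930025P03Rik by 3.67 (adjusted p 2.64e-08). The largest falls were those of Mup17 (-4.65, adjusted p 3.07e-08), Acot3 (-3.56, adjusted p 4.44e-08) and Col27a1 (-3.04, adjusted p 4.72e-10). In RevScapTKO against RevDKO, the SREBP-related gene Scd1 (NM_009127, chromosome 19, 44468940 to 44482199, minus strand) fell from a mean of 9876 to 15.4 RPKTM, a change of -8.91 (SE 0.26, adjusted p 1.63e-22), and Sqle was also among the 3 largest falls (-5.46, adjusted p 6.32e-18). The largest rises were those of Cyp2a4 (4.60, adjusted p 6.28e-05), Abcc12 (4.47, adjusted p 4.55e-09) and Fam25c (3.85, adjusted p 1.36e-10). Cyp2a4 lost its call with the marker covariate (2.44, adjusted p 0.217). Against Control, RevScapTKO hepatocytes showed the largest rises for Cyp2a4 (6.36), Abcc12 (4.32) and Loxl4 (4.13) and had Scd1 (-8.81) and Sqle (-5.33) among the 3 largest falls. Every gene here kept its sign at all 4 time points, as the rule for naming required. Mup17, Acot3 and Cyp2a4 belong to families of near-identical genes, so their values may hold reads of paralogs.

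In macrophages, 80 of 13947 genes differed between RevDKO and Control (56 higher, 24 lower), 419 between RevScapTKO and RevDKO (171 higher, 248 lower) and 524 between RevScapTKO and Control (332 higher, 192 lower). Single libraries decided these counts. For RevDKO against Control the count was 474 without the Control library at ZT22 replicate 3, 51 without the RevDKO library at ZT10 replicate 1 and 48 without the RevDKO library at ZT22 replicate 2. Between RevScapTKO and RevDKO it was 1179 without the RevDKO library at ZT16 replicate 3. Between RevScapTKO and Control it was 964 without the Control library at ZT22 replicate 3 and 861 without the RevScapTKO library at ZT10 replicate 1. With the marker covariate, the share of higher genes was 58.5% against 70.0% for RevDKO minus Control and 51.5% against 63.4% for RevScapTKO minus Control. The largest rises in RevDKO were those of Loxl4 (3.41, limma adjusted p 1.00e-11), Npas2 (3.39, adjusted p 1.10e-05) and Cyp17a1 (3.19, adjusted p 2.51e-05), and the largest falls those of Mup17 (-2.64, adjusted p 0.000154), Cyp3a11 (-2.59, adjusted p 0.0125) and Slc22a7 (-2.09, adjusted p 0.000904). Cyp3a11, which is also one of the hepatocyte markers, lost its call with a pseudocount of 0.1 (adjusted p 0.0692) and with no filter (adjusted p 0.0639). From RevDKO to RevScapTKO the named rises were Cyp2a4 (5.60), Abcc12 (3.35) and Lcn2 (3.15) and the named falls Scd1 (-4.63) and Chrna4 (-4.57). From Control to RevScapTKO they were Cyp2a4 (6.35), Gstm3 (4.11) and Apoa4 (3.65), and Cyp4a14 (-4.66) and Cyp4a10 (-4.16). Mup17, Cyp2a4, Cyp3a11, Gstm3, Cyp4a10 and Cyp4a14 have close paralogs and are uncertain for that reason. Of the calls for RevDKO minus Control and RevScapTKO minus RevDKO, 40.0% and 34.8% were of the hepatocyte class, which held 8.09% of the genes tested.

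**Figure D2:**
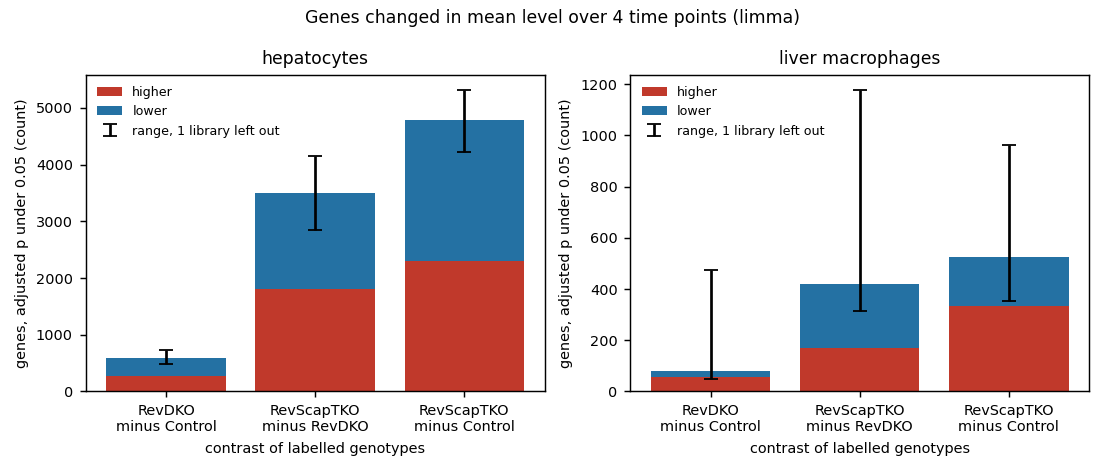
Number of genes with a limma adjusted p under 0.05 for each contrast of labelled genotypes, in hepatocytes (left) and liver macrophages (right); bars start at 0 and stack higher and lower genes, and the black bars span the counts when any 1 library was left out. The macrophage count for RevDKO minus Control was 80 and spanned 48 to 474.

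Among the 16 genes fixed from the study, 4 differed in mean level between RevDKO and Control hepatocytes over all genes tested and 5 when adjusted over the list alone. For RevScapTKO against RevDKO the counts were 7 and 8, and against Control 12 and 12. In macrophages they were 1 and 3, 2 and 4, and 2 and 8. The study chose the list on these samples, so the counts over the list alone are not independent evidence. Srebf1 (chromosome 11, 60012586 to 60034129, minus strand) changed from RevDKO to RevScapTKO by -4.07 log2 units in hepatocytes (SE 0.19, limma adjusted p 2.61e-17) and by -3.17 in macrophages (SE 0.20, adjusted p 4.08e-13). Srebf2 changed by -1.430 (adjusted p 3.47e-09) in hepatocytes and -0.36 (adjusted p 0.302) in macrophages. Whether the cell types differed in these changes was not tested. Insig2 was higher in RevDKO by 0.71 in hepatocytes (adjusted p 0.000521) and by 1.18 in macrophages (adjusted p 0.0235). The macrophage call of Insig2, the only 1 among the fixed genes for RevDKO minus Control, was lost in 6 fits without 1 library, namely Control at ZT4 replicate 3 (adjusted p 0.0557), ZT16 replicate 1 (0.0655) or ZT22 replicate 1 (0.0533) and RevDKO at ZT4 replicate 3 (0.0571), ZT10 replicate 1 (0.0613) or ZT22 replicate 2 (0.0625). It was also lost with the replicate block (adjusted p 0.0634), with no filter (0.0727) and with the marker covariate (0.0743). Leaving out the Control library at ZT22 replicate 3 gave 2 calls among the fixed genes for RevDKO minus Control and 4 for RevScapTKO minus Control, and leaving out that at ZT22 replicate 1 also gave 4 for the latter. Jund was lower in RevDKO hepatocytes (-0.65, adjusted p 0.0181). The hepatocyte differences of Bmp5 (0.68, adjusted p 0.00364), Pdgfrb (0.60, adjusted p 0.0180) and Eno1 (-0.39, adjusted p 0.0320) between RevScapTKO and RevDKO were lost with the marker covariate, where adjusted p was 0.383, 0.999 and 0.477. Eno1 also lost this call in 10 of the fits without 1 library, with the highest adjusted p, 0.0779, without the RevDKO library at ZT10 replicate 2, and in the fit of only the 2 genotypes compared (0.0628). Of the 12 calls between RevScapTKO and Control hepatocytes, 4 were lost with the marker covariate, namely Pdgfrb (adjusted p 0.850), Bmp5 (0.0583), Nr1d2 (0.0750) and Eno1 (0.165), and Insig2 was lost with the replicate block (0.106).

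A difference between genotypes in the daily pattern itself was tested with limma. Between RevDKO and Control hepatocytes, 21 of 13326 genes had a changed rhythm at an adjusted p under 0.05, of which 5 had a larger and 16 a smaller amplitude in RevDKO. The alternative that moved this count most was the fit of only the 2 genotypes compared, with 38 genes. Leaving out the Control library at ZT10 replicate 2 gave 13. The smallest adjusted p was that of Arntl (1.83e-05), whose peak-to-trough amplitude was 4.26 log2 units in Control and 0.22 in RevDKO. The 5 smallest also included those of Cry1 (NM_007771, chromosome 10, 84594445 to 84647799; adjusted p 0.000106, amplitudes 3.23 and 0.80), Ddc (NM_001190448, chromosome 11, 11714104 to 11798147; 0.000365, 1.88 and 0.34) and Lpl (NM_008509, chromosome 8, 71404454 to 71430831; 0.000773, 2.19 and 1.432). All 5 genes with the smallest adjusted p kept their call in each of the 24 fits without 1 library. No gene passed between RevScapTKO and RevDKO hepatocytes (0 at the adjusted threshold, 651 at an unadjusted p under 0.05). Without the RevScapTKO library at ZT4 replicate 1 the count was 1, for Mup7 (adjusted p 0.0142 against 0.561 with all libraries), and without that at ZT16 replicate 2 it was 1, for Gm19619 (0.0430 against 0.548). The other smallest adjusted p-values of that test were 0.548 for Tmem120b and 0.561 for Olfr541 and Fkbp3. In macrophages the counts were 0 for RevDKO minus Control (714 unadjusted) and 0 for RevScapTKO minus RevDKO (456 unadjusted). The smallest adjusted p-values there were 0.820 for 4833418N02Rik and 0.906 for Elovl6, D11Wsu47e, Fasn and 9430015G10Rik in the former, and 0.999 for Me1, Ltc4s, Elovl6, Slc39a2 and 4930430F08Rik in the latter. The simulations recovered 38.0% of macrophage genes whose rhythm changed by 3 log2 units, so many changes of that size would be missed there. Of the 16 fixed genes, 1 had a changed rhythm in RevDKO hepatocytes over all genes and 5 when adjusted over the list alone (Arntl, Insig2, Nr1d1, Srebf1 and Tnfsf12), while both counts were 0 in the other 3 tests. At the unadjusted threshold these held Inhba (limma p 0.00465) for RevScapTKO minus RevDKO in hepatocytes, Arntl (0.0309) and Pdgfd (0.0370) for RevDKO minus Control in macrophages, and Nr1d1 (0.0233) and Bmpr1a (0.0482) for RevScapTKO minus RevDKO in macrophages.

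Rhythmic transcripts within each genotype were counted with JTK_CYCLE. In hepatocytes 6808 of 25572 transcripts were rhythmic in Control (26.6%), 6760 of 25509 in RevDKO (26.5%), 4489 of 25486 in RevScapTKO (17.6%) and 4429 of 25900 in ScapKO (17.1%). In macrophages the counts were 4235 of 25263 (16.8%), 6774 of 26512 (25.6%), 3220 of 25012 (12.9%) and 5361 of 28152 (19.04%). The alternative that moved these counts most was the series entered once with adjustment over transcripts, with which 15 transcripts were rhythmic in ScapKO hepatocytes and 0 in each of the other 7 sets. Without that adjustment, the series entered once gave 2631, 2268, 797 and 1301 in hepatocytes and 702, 1393, 634 and 1118 in macrophages. When libraries were reassigned to time points at random, the median count with the series entered 2 times was 1940, 1960, 2384 and 2220 in hepatocytes and 3404, 3551, 2824 and 2701 in macrophages. Single libraries moved some macrophage counts. Control had 6535 without its library at ZT22 replicate 1, and ScapKO had 8284 without its library at ZT22 replicate 1 and 3191 without that at ZT22 replicate 2.

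**Figure D3:**
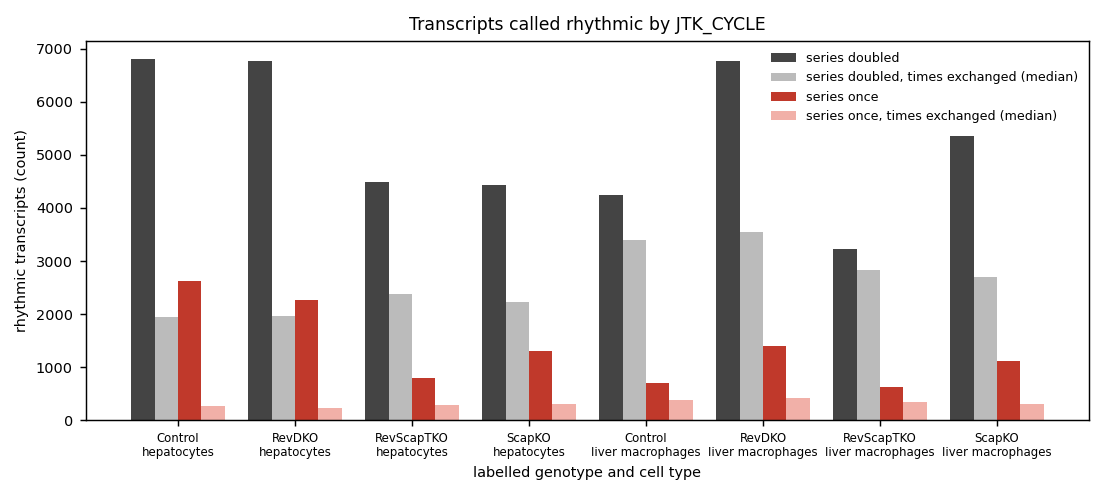
Number of transcripts called rhythmic by JTK_CYCLE (vertical axis, from 0) in each labelled genotype and cell type, with the series entered 2 times (dark) or once (red), each beside the median of its regroupings with exchanged time points (pale). Control hepatocytes had 6808 against a median of 1940, and RevScapTKO macrophages 3220 against 2824.

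Between Control and RevDKO, 3711 transcripts lost and 3663 gained a rhythm in hepatocytes while 3097 were rhythmic in both; in macrophages 2801 were lost, 5340 gained and 1434 shared. The alternative that moved the macrophage numbers and the hepatocyte gains most was the 24 h regression adjusted over transcripts, which gave 712 gained in hepatocytes and 0 lost and 150 gained in macrophages, where 1622 Control and 3082 RevDKO transcripts passed at the unadjusted threshold. Requiring also a peak-to-trough fold at least 1.5 times lower in the other genotype moved the hepatocyte losses most and gave 997 lost and 759 gained in hepatocytes and 706 and 2160 in macrophages. Without the Control library at ZT22 replicate 1, the macrophage losses numbered 4315. Exchanging the Control and RevDKO labels within time points gave medians of 3478 lost and 3567 gained in hepatocytes and 3956 and 3917 in macrophages, so the numbers of lost and gained transcripts lay within what exchanged labels gave. These sets are differences between calls, not tests of a difference. Of the genes in the hepatocyte lost set, 10 of 1892 had a changed rhythm by limma and 219 at an unadjusted p under 0.05 (11.6%); for gained genes these were 0 of 1949 and 159 (8.16%), and for the remaining 9485 genes 11 and 247 (2.604%). In macrophages 0 of 1466 lost genes passed (152 unadjusted, 10.4%) and 0 of 2646 gained genes (315 unadjusted, 11.9%), against 247 unadjusted among the remaining 9835 (2.51%).

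Gained rhythms that were absent from RevScapTKO were counted to ask which depended on Scap. In hepatocytes 2902 of the gained transcripts were not rhythmic in RevScapTKO (79.2%), and in macrophages 4650 (87.1%). The same measure in the lost transcripts was 80.9% and 84.7%, and in transcripts rhythmic in both Control and RevDKO 62.3% and 68.7%. The series entered once moved it to 93.2% in hepatocytes and 92.2% in macrophages. The 24 h regression gave 100% and 98.0%, which says nothing about the gained set in hepatocytes, since it called 0 RevScapTKO transcripts rhythmic there (2410 unadjusted) and 5 in macrophages. Tested directly, 0 of the 1530 hepatocyte genes of this set had a changed rhythm between RevScapTKO and RevDKO (174 unadjusted, 11.4%), nor did any of 2274 in macrophages (0 adjusted, 213 unadjusted, 9.37%).

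Libraries labelled ScapKO were examined for the same transcripts. Their table holds no Control, so a lower level of Scap in them was not shown. Of the gained rhythms absent from RevScapTKO, 494 were rhythmic in ScapKO hepatocytes (17.0%) and 938 in ScapKO macrophages (20.2%), beside 17.1% and 19.04% of all transcripts tested. The ScapKO tables were normalized separately, so only calls made within them were compared. With the 24 h regression the hepatocyte share was 5.90%, beside 460 of 25900 transcripts tested, which is a lower share. The macrophage share was 0%, and 0 of 28152 transcripts tested were rhythmic in ScapKO macrophages by it. At the unadjusted threshold 2811 and 2664 ScapKO transcripts passed. With the series entered once the shares were 6.42% and 7.27%, beside 5.02% and 3.97% of all transcripts tested. With the stricter limits they were 7.20% and 10.1%, beside 1266 of 25900 and 1940 of 28152 transcripts tested, which are lower shares. The macrophage share was 32.7% without the ScapKO library at ZT22 replicate 1 and 10.4% without that at ZT22 replicate 2.

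Peak times of lost and gained rhythms were tabulated in 3 h steps. In hepatocytes lost rhythms peaked most often at ZT7 (794), ZT22 (699) and ZT19 (628), and gained ones at ZT10 (803), ZT22 (580) and ZT7 (531). In macrophages lost rhythms peaked most often at ZT19 (493) and ZT22 (408) and gained ones at ZT7 (1181), ZT22 (987) and ZT10 (883). No test was made of these distributions, since transcripts are not independent replicates.

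**Figure D4:**
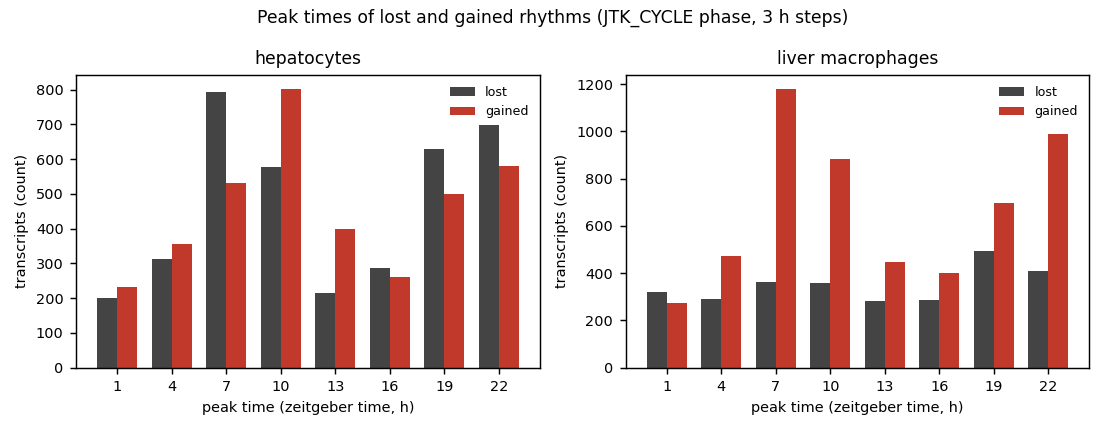
Number of transcripts (from 0) by JTK_CYCLE peak time in hours of zeitgeber time, in steps of 3 h, for lost (dark) and gained (red) rhythms in hepatocytes (left) and liver macrophages (right). Gained macrophage rhythms had most peaks at ZT7 (1181) and ZT22 (987).

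Of the 16 fixed genes, 10 were rhythmic in Control hepatocytes, 9 in RevDKO, 1 in RevScapTKO and 6 in ScapKO, and with the series entered once 8, 4, 0 and 5. In macrophages the counts were 6, 7, 4 and 9, and once 3, 3, 0 and 6. Arntl in Control hepatocytes had an exact JTK_CYCLE p of 2.25e-09 with a fold of 17.9 and a peak at ZT22; in RevDKO its fold was 1.18 and it was not rhythmic (exact JTK_CYCLE p 0.0320). Nr1d1 was rhythmic in Control (exact p 5.05e-05, fold 31.0) and in RevDKO (exact p 0.000472, fold 4.58), both with a peak at ZT7, and not in RevScapTKO (exact p 0.0618). Srebf1 peaked at ZT13 in Control (exact p 0.0447) and at ZT19 in RevDKO (exact p 0.000162) and was not rhythmic in RevScapTKO (exact p 0.198). Jund in macrophages was rhythmic in Control (exact p 0.00313, fold 3.99) and not in RevDKO (exact p 0.0618, fold 2.89), and Eno1 in macrophages had folds of 1.68, 2.85 and 1.68 in Control, RevDKO and RevScapTKO and was rhythmic in each. With the series entered once, Eno1 in macrophages passed in RevDKO (exact p 0.0239) and not in Control or RevScapTKO (0.172 each), Jund in macrophages did not pass in Control (0.112), and Srebf1 in hepatocytes passed in RevDKO (0.0239) and not in Control (0.214). Differences between genotypes for Jund and Eno1 were not past the threshold in the changed-rhythm test in macrophages (adjusted p 0.906 for both between RevDKO and Control).

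Marker scores served to describe the cell types in each library. In Control hepatocyte libraries the macrophage score rose by 2.49 log2 units from ZT4 to ZT22 (permutation p 0.00107 over time points, adjusted p 0.0251 over 64 relations), the Kupffer cell score by 2.71 (adjusted permutation p 0.0251), the endothelial score by 1.86 (0.0251) and the stellate score by 2.05 (0.0166). The hepatocyte score changed by 0.17 (0.690), the monocyte-derived macrophage score by 0.65 (0.138), the neutrophil score by 0.78 (0.635) and the B and T cell score by -0.10 (0.841). In RevDKO and RevScapTKO hepatocytes the macrophage score rose by 1.58 (adjusted permutation p 0.0586) and 1.44 (0.264), neither past the threshold, and in ScapKO it changed by 0.07 (0.834). Between genotypes, the hepatocyte libraries labelled RevScapTKO exceeded RevDKO by 1.09 for macrophage markers (exact permutation p 0.000125, adjusted 0.00100 over 32 comparisons, 5 of 5 markers higher), 1.24 for Kupffer cell markers (adjusted 0.00208, 5 of 5), 1.33 for monocyte-derived macrophage markers (adjusted 0.000933, 5 of 5), 0.92 for stellate markers (adjusted 0.000800, 4 of 4) and 0.40 for endothelial markers (adjusted 0.0276, 4 of 5), by exact permutation tests. B and T cell, neutrophil and hepatocyte scores differed by 0.20, 0.17 and 0.10 (adjusted exact p 0.207, 0.432 and 0.296). Between RevDKO and Control hepatocytes only the hepatocyte score passed (-0.22, adjusted exact p 0.0312, 4 of 8 markers higher). In macrophages RevScapTKO exceeded RevDKO by 1.52 for monocyte-derived macrophage markers (adjusted exact p 0.000800, 5 of 5) and 0.85 for B and T cell markers (adjusted exact p 0.00580, 4 of 4); the other 6 lists, and all 8 for RevDKO minus Control, did not pass. Over time, the hepatocyte score of Control macrophages rose by 0.96 from ZT4 to ZT22 (adjusted permutation p 0.0436). Their stellate score also differed over the time points (0.0288), with 6.70 at ZT4, 6.84 at ZT10, a maximum of 7.80 at ZT16 and 7.13 at ZT22. No other list passed in the macrophage libraries of any genotype. The macrophage libraries held hepatocyte RNA by the same measure: across tables normalized separately, the median of the 8 hepatocyte markers stood at 14.4% of its hepatocyte level in Control, 15.1% in RevDKO and 12.3% in RevScapTKO. Mean levels over 5 RPKTM were found in the hepatocyte table for all 8, 5, 5, 5 and 4 markers of hepatocytes, Kupffer cells, macrophages, endothelial and stellate cells, for 2 of 5 monocyte-derived macrophage markers and for 0 of the 4 B and T cell and 3 neutrophil markers; in the macrophage table the last 3 lists had 4, 1 and 2.

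**Figure D5:**
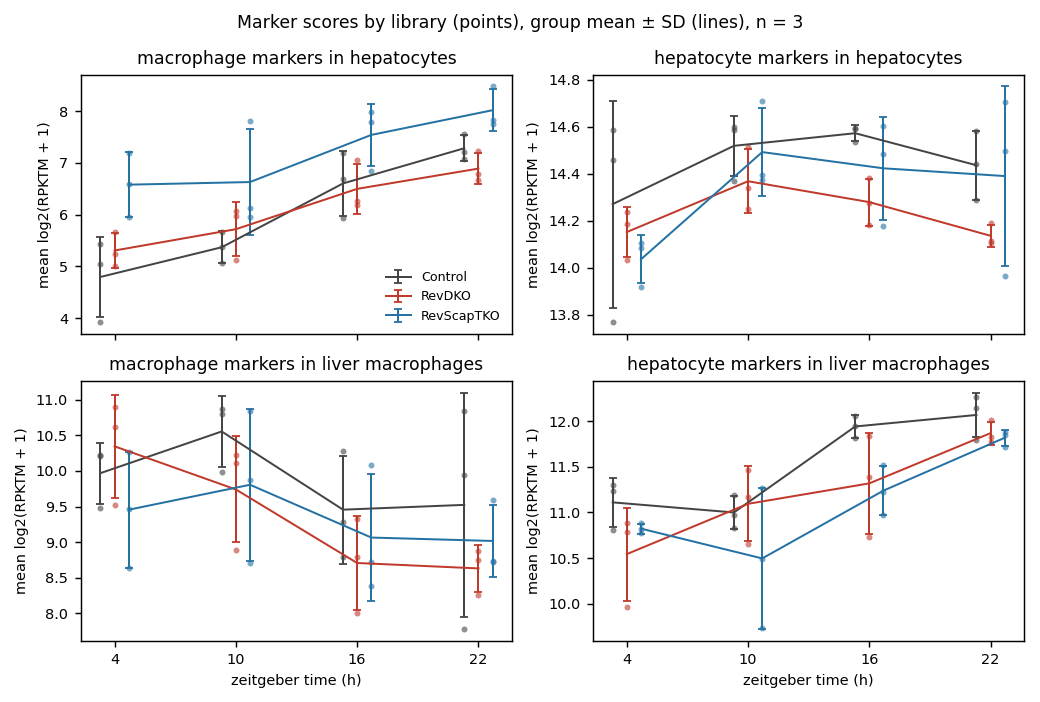
Mean log2(RPKTM + 1) of the macrophage markers (left) and hepatocyte markers (right) against zeitgeber time in hours, in hepatocyte (top) and liver macrophage (bottom) libraries; points are libraries, lines join group means and bars are SD (n = 3). The macrophage score of Control hepatocytes rose by 2.49 from ZT4 to ZT22, and that of RevScapTKO hepatocytes exceeded RevDKO by 1.09.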

Values the study reported

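In hepatocytes, the study reported lost or weakened rhythms for 1,221 transcripts after deletion of both REV-ERBs, and gained or strengthened rhythms for 863 transcripts. In liver macrophages it reported 759 lost or weakened rhythms and 2,212 gained or strengthened ones. It put the part of the strengthened rhythms that the further deletion of Scap restored at 65%.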

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

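The changed-rhythm test and the fits without 1 library were fixed before the data were examined. Their use against explanations, the exchanges of labels and the covariate were chosen only after the result was seen. A test of the difference between genotypes singled out a changed daily rhythm in 21 genes between the hepatocyte libraries labelled RevDKO and Control. The limma adjusted p was 1.83e-05 for Arntl, 0.000106 for Cry1, 0.000365 for Ddc and 0.000773 for Lpl, and the peak-to-trough amplitude of each was smaller in RevDKO (0.22 against 4.26 log2 units for Arntl). Of 100 exchanges of genotype labels within time points, the real one included, 2 gave as many genes or more. One was the real labelling with 21, and the other gave 89, so an exchange can yield more calls than the real labels. RNA of macrophages rising over the sampling times would take the calls away once the macrophage marker score is a covariate, but 21 of the 21 genes kept their call with it. A single library that decides the test was also argued against for the 5 genes with the smallest adjusted p, since 5 of 5 kept their call in every fit without 1 library. Of the 21 genes, 12 did so, and the count was 13 without the Control library at ZT10 replicate 2. An effect of the deletion on these rhythms therefore remains as a hypothesis, found and tested on the same data, with the limit that Nr1d1 and Nr1d2 were not lower in the libraries labelled RevDKO. The normalization and the mapping of reads were not tested as explanations.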

How the results depend on the processing

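The covariate and the centring of each library were chosen after seeing the data. Among 874 pairings of a named gene and an alternative other than leaving out a library, 15 were weaker and none reversed, and among the 1968 that left out 1 library 16 were weaker and 2 stronger. Of 82 results for named genes, 13 changed under any setting, 11 of them weaker and 2 stronger. Among the counts of fixed genes, 4 of 66 pairings and 9 of 144 with 1 library left out moved by more than 1.5 times. Where a value below changed, the cause was not tested unless it is stated. Quantile normalizing the values again alters nothing by construction and says nothing about stability. Since no columns were identical, the settings written for identical columns were not run.

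For mean levels in hepatocytes, fitting all transcripts gave 1086 for RevDKO minus Control, 6791 for RevScapTKO minus RevDKO and 9197 for RevScapTKO minus Control, since more features were tested, and in macrophages 652 and 963 for the latter contrasts. Asking also for a change over 1.5-fold gave 1927 and 2635 in hepatocytes for these contrasts, which follows from the added limit. With the macrophage marker covariate the hepatocyte counts were 340 and 795, and in macrophages 53 for RevDKO minus Control and 710 for RevScapTKO minus RevDKO. The macrophage count for RevDKO minus Control was 49 with a pseudocount of 0.1, 45 with no filter and 124 with the replicate number as a block. Replicate numbers did not pair the libraries, with 13 of 36 correlations above 0.1 in hepatocytes and 15 of 36 in macrophages. With 1 library left out, the macrophage counts ran from 48 to 474 for RevDKO minus Control, from 315 to 1179 for RevScapTKO minus RevDKO and from 353 to 964 for RevScapTKO minus Control.

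For changed rhythms between RevDKO and Control hepatocytes, the count was 33 with all transcripts and 38 with only the 2 genotypes compared, and ran from 13 to 28 with 1 library left out. Between RevScapTKO and RevDKO hepatocytes it ran from 0 to 1, against 651 genes at the unadjusted threshold with all libraries. The covariate gave 2 genes for RevDKO minus Control in macrophages. Among targeted genes, Nr1d2 in hepatocytes ran from 0.52 to 0.83 for RevDKO minus Control and passed the threshold in 3 fits. With the covariate, Nr1d2 in macrophages reversed to 0.0895 (limma adjusted p 0.929) and Scap in macrophages passed for RevScapTKO minus RevDKO (-0.49, adjusted p 0.0323).

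Rhythmic transcripts are given in the order Control, RevDKO, RevScapTKO and ScapKO. With the series entered once, hepatocytes had 2631, 2268, 797 and 1301 and macrophages 702, 1393, 634 and 1118, with fewer values by construction. After adjustment over transcripts as well, ScapKO hepatocytes had 15 and the other 7 sets 0 each. A p under 0.01 and a fold over 2 gave 2797, 2294, 1232 and 1266 in hepatocytes and 1584, 3154, 1123 and 1940 in macrophages. Counting 1 transcript per gene gave 3555, 3602, 2355 and 2326, and 2263, 3453, 1688 and 2852. The 24 h regression gave 2071, 1208, 0 and 460 in hepatocytes and 0, 150, 5 and 0 in macrophages, where 5375, 4999, 2410 and 2811 and 1622, 3082, 1255 and 2664 passed unadjusted. A limit of 20 RPKTM gave 2073 for RevScapTKO macrophages. With 1 library left out, Control macrophages ran from 3619 to 6535 and ScapKO macrophages from 3191 to 8284, the highest without the library at ZT22 replicate 1 in each case.

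Lost and gained rhythms numbered 2102 and 1739 in hepatocytes and 622 and 1313 in macrophages with the series entered once. They numbered 1842 and 1339, and 1204 and 2774, with the stricter limits, and 1908 and 1955, and 1471 and 2661, with 1 transcript per gene. The regression gave 1575 and 712, and 0 and 150. A fold at least 1.5 times lower in the other genotype gave 997 and 759, and 706 and 2160, by the added limit. The limit of 20 RPKTM gave 1771 lost in macrophages, and leaving out 1 library from 2435 to 4315, the highest without the Control library at ZT22 replicate 1. Of the gained rhythms, the share absent from RevScapTKO was 93.2% and 92.2% with the series entered once, 100% and 98.0% with the regression, by construction where it called no RevScapTKO transcript rhythmic, and 66.9% in hepatocytes where a lower fold in RevScapTKO was also required. The ScapKO share in hepatocytes was 6.42% with the series entered once, 7.20% with the stricter limits and 5.90% with the regression; in macrophages it was 7.27%, 10.1% and 0%. The depth of the libraries is unknown, so how far it limits these counts cannot be said.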

Other observations

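The tests of hepatocyte RNA in the macrophage libraries, of selection and of the marker covariate were written before their results were seen, and the other tests in this part, the exchanges of labels and times included, were chosen only after the result was seen.

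Nr1d1 and Nr1d2 were not lower in the hepatocyte libraries labelled RevDKO. Libraries with exchanged genotype labels would leave Arntl low at ZT10 and ZT16 in some RevDKO libraries, but 6 of 6 lay above every Control library. Whether the transcripts lack the deleted exons was not tested, since the values are per transcript.

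Liver macrophage genes changed in mean level included many that hepatocytes express more, 40.0% of the calls for RevDKO minus Control and 34.8% for RevScapTKO minus RevDKO, against 8.09% of genes tested. Of these, 32 of 32 and 145 of 146 had the sign seen in hepatocytes. So did 39 of 42 and 203 of 208 calls of neither class. For RevScapTKO minus RevDKO, 37 of 38 of the macrophage class did too (1 of 3 for RevDKO minus Control). The classes came from ScapKO libraries, so hepatocyte genes lowered by loss of Scap may lie outside the hepatocyte class. The sign alone therefore does not single out hepatocyte genes, and the other classes do not argue against hepatocyte RNA. Over all genes of a class, changes in the cell types correlated with rho 0.597 and 0.741 in the hepatocyte class and 0.0600 and 0.273 in the macrophage class (genes are not independent replicates). Hepatocyte RNA in the liver macrophage libraries may account for some of these calls, while a response shared by the cell types stays open. Among gained macrophage rhythms, 12.2% were of the hepatocyte class against 7.27% of transcripts tested, and the change of the hepatocyte score over the times in RevDKO macrophages did not pass after adjustment (1.33 from ZT4 to ZT22, adjusted permutation p 0.125), although that of Control macrophages did (0.96, 0.0436), so that hepatocyte RNA and a rhythm of macrophages cannot be told apart for them. Of the gained macrophage-class rhythms, 87.2% peaked at ZT4 to ZT10, and 89.1% of the hepatocyte-class ones peaked at ZT16 to ZT22. A macrophage share that falls over the sampling times could give this, although the macrophage score of RevDKO macrophages (-1.71) did not pass after adjustment (permutation p 0.0394, adjusted 0.138).

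Gained rhythms were absent from RevScapTKO about as often as lost ones. Gained minus lost was -1.67 percentage points in hepatocytes and 2.39 in macrophages. Selection of transcripts on the RevDKO libraries may account for an unknown part of the share of gained rhythms absent. The lost set cannot settle this, since RevScapTKO also carries the Nr1d deletion by its label, which could itself remove those rhythms. Transcripts rhythmic in both Control and RevDKO were absent less often (62.3% and 68.7%), but they had passed the call in both genotypes. Of 100 exchanges of the RevDKO and RevScapTKO labels, the real one included, 34 gave as high a share in hepatocytes and 1 in macrophages, where the real share was 87.08% and the highest other 86.97%. For gained minus lost, the Control and RevDKO labels were exchanged 100 times, the real one included. In hepatocytes 79 and in macrophages 24 gave a difference as large. No excess of gained over lost rhythms was thus seen, which leaves a dependence of the gained rhythms on Scap open.

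In hepatocytes, 38.9% of the genes higher in RevScapTKO than in RevDKO were of the macrophage class, against 12.5% of genes tested. A lower share of hepatocytes alone would raise the markers of other cell types alike. Macrophage markers rose by 0.69 more than endothelial ones (exact permutation p 0.000113), which argues against an equal rise of all of them. Stellate markers, however, rose by 0.92, beside 1.09 for macrophage and 0.40 for endothelial markers. An unequal rise of several other cell types thus stays open. With the covariate, 7 of 700 raised macrophage-class genes kept their call, as more macrophage RNA in the RevScapTKO hepatocyte libraries predicts, but so did only 79 of all 1800 raised genes. Raised hepatocyte-class genes kept it more often, in 27 of 122. Their median change went from 0.72 to 0.54 log2 units, against 0.83 to 0.26 in the macrophage class, so the loss was not alike across classes. The covariate differed between these genotypes and takes power from the test in every class. Being a score of macrophage genes, it would also take up a change in their expression. More macrophage RNA, alone or with RNA of other cell types, and a change in the expression of these genes therefore cannot be told apart. Of the 1698 genes that were lower, 249 kept their call, which argues against macrophage RNA as their cause. The other 1449 lost it, most of the lowered genes, as that explanation predicts. The covariate takes power from the test here too, so the explanations cannot be told apart for these genes.

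Hepatocyte rhythms with a peak at ZT19 or ZT22 were of the macrophage class in 43.0% of cases in Control, against 12.04% of transcripts tested. RNA of macrophages rising over the sampling times may account for part of them, as the macrophage score rose by 2.49 from ZT4 to ZT22.

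Exchanging genotype labels within time points 100 times, the real labels included, gave as many genes changed in mean level in 1 of 100 for each of the 6 comparisons. For changed rhythms between RevScapTKO and RevDKO in hepatocytes and for both macrophage tests it gave as many in 100 of 100, since those counts were 0 (651, 714 and 456 unadjusted). Reassigning libraries to time points gave as many rhythmic transcripts in 1, 1, 11 and 1 of 100 for Control, RevDKO, RevScapTKO and ScapKO hepatocytes and in 23, 2, 42 and 10 for macrophages. Exchanging Control and RevDKO labels gave as many lost and gained rhythms in 39 and 47 of 100 in hepatocytes and in 93 and 26 in macrophages.

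Lost rhythms numbered 3711 in hepatocytes and 2801 in macrophages. These counts are higher than those the study reported. Gained rhythms numbered 3663 in hepatocytes and 5340 in macrophages. These counts are also higher than those the study reported. The comparison is not like for like, since the lists of the study keep to the stricter limits, which its methods text does not state. Lost and gained rhythms under the stricter limits numbered 1842 and 1339 in hepatocytes and 1204 and 2774 in macrophages, and with a fold at least 1.5 times lower in the other genotype 997 and 759, and 706 and 2160. The former are higher and the latter lower than those the study reported.

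Xist measured 129.7 RPKTM in the ScapKO hepatocyte library at ZT16 replicate 3 and at most 14.96 in the other 11 libraries of that table, although all mice were labelled male; the gene was chosen after its values were seen. The Y-linked genes Ddx3y (475), Eif2s3y (249.7), Uty (242) and Kdm5d (148) were within the range of the other libraries there. Without this library, 4013 transcripts were rhythmic in ScapKO hepatocytes and the ScapKO share of gained rhythms absent from RevScapTKO was 14.9%. No explanation was tested.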
